# Identification of Reproduction-Related Gene Polymorphisms Using Whole Transcriptome Sequencing in the Large White Pig Population

**DOI:** 10.1534/g3.115.018382

**Published:** 2015-04-27

**Authors:** Daniel Fischer, Asta Laiho, Attila Gyenesei, Anu Sironen

**Keywords:** oviduct, testis, gene expression, polymorphism, SNP, pig, transcriptome, RNAseq, reproduction

## Abstract

Recent developments in high-throughput sequencing techniques have enabled large-scale analysis of genetic variations and gene expression in different tissues and species, but gene expression patterns and genetic variations in livestock are not well-characterized. In this study, we have used high-throughput transcriptomic sequencing of the Finnish Large White to identify gene expression patterns and coding polymorphisms within the breed in the testis and oviduct. The main objective of this study was to identify polymorphisms within genes that are highly and specifically expressed in male and/or female reproductive organs. The differential expression (DE) analysis underlined 1234 genes highly expressed in the testis and 1501 in the oviduct. Furthermore, we used a novel in-house R-package hoardeR for the identification of novel genes and their orthologs, which underlined 55 additional DE genes based on orthologs in the human, cow, and sheep. Identification of polymorphisms in the dataset resulted in a total of 29,973 variants, of which 10,704 were known coding variants. Fifty-seven nonsynonymous SNPs were present among genes with high expression in the testis and 67 were present in the oviduct, underlining possible influential genes for reproduction traits. Seven genes (*PGR*, *FRAS1*, *TCF4*, *ADAT1*, *SPAG6*, *PIWIL2*, and *DNAH8*) with polymorphisms were highlighted as reproduction-related based on their biological function. The expression and SNPs of these genes were confirmed using RT-PCR and Sanger sequencing. The identified nonsynonymous mutations within genes highly expressed in the testis or oviduct provide a list of candidate genes for reproduction traits within the pig population and enable identification of biomarkers for sow and boar fertility.

During recent years, genetic studies have revealed an increasing number of associated markers and causative genes related to production and reproduction traits in livestock [Online Mendelian Inheritance in Animals (OMIA) (Lenffer *et al.* 2006) and The Animal Quantitative Trait Loci (QTL) Database (Animal QTLdb) (Hu *et al.* 2013)]. Genetic markers have proved especially important for traits whose measurement is difficult, expensive, only possible late in life in the study subjects, sex-limited, or not possible on selection candidates (Davis and Denise 1998). Advances in molecular genetics have led to the identification of several gene polymorphisms that have an economic impact on animal production (Clop *et al.* 2006; Grisart *et al.* 2002; Milan *et al.* 2000; Murphy *et al.* 2006; Sironen *et al.* 2006, 2011; van Laere *et al.* 2003). Recent developments in high-throughput sequencing techniques such whole transcriptome sequencing (RNAseq) have enabled large-scale analysis of genetic variations and gene expression in different tissues and species. Several studies of the transcriptome in humans and model species have increased our knowledge of tissue-specific gene expression. In addition, previous studies have provided some foundation for the transcriptional landscape of the pig based on microarray technology (Freeman *et al.* 2012). Transcriptomic analysis of pig reproductive organs (the placenta and testis) (Du *et al.* 2014; Esteve-Codina *et al.* 2011) using RNAseq have provided further insights in the gene expression of these tissues. However, the gene expression patterns and variations in livestock species remain poorly understood. Although the reference genome is available for the pig, enabling the identification of candidate genes for various traits, detailed annotation and identification of tissue specific expression patterns still require additional studies. Transcriptome sequencing also enables comprehensive analysis of gene isoforms and novel genes.

In this study we have used high-throughput transcriptomic sequencing of the Finnish Large White breed to identify gene polymorphisms and expression patterns related to reproduction. The dataset contains sequences from samples collected from immotile short-tail sperm defect (ISTS)-affected individuals and control animals. ISTS-affected boars are infertile due to immotile and short sperm tails (Andersson *et al.* 2000; Sukura *et al.* 2002). The ISTS phenotype is caused by an altered splicing pattern of exon 30 of the *SPEF2* gene, which results in premature translation stop codons (Sironen *et al.* 2006). The cause for the altered splicing pattern was shown to be a full-length L1 insertion within intron 30 (Sironen *et al.* 2006, 2007). We have investigated and identified an association between the L1 insertion and litter size in the Finnish Large White pig population (Sironen *et al.* 2012), which may be caused by a significant decrease in *PRLR* expression in the ISTS-affected and carrier sows (Sironen *et al.* 2014). Because the mechanisms underlying the causative mutation are known, we assume that the ISTS mutation does not induce changes in the expression of other genes between the ISTS-affected and control animals. The present investigation tested the hypothesis that RNAseq data from two testis and two oviduct samples can be used, first for the identification of highly expressed genes in these tissues, second for discerning genes specifically affecting male or female reproduction, and third for characterizing gene polymorphisms within identified genes. These genetic polymorphisms serve as candidate variants in association analysis and consequently potential biomarkers for pig fertility. Furthermore, we have used the data for the discovery of 55 previously unannotated genes using a novel in-house analysis pipeline.

## Materials and Methods

### Animal material

Tissue samples of the testis and oviduct from Finnish Large White pigs were collected at slaughter. The dataset contains samples of ISTS-affected and control animals. Previously, we have studied the effect of ISTS on gene expression within the ISTS-associated region (Sironen *et al.* 2006, 2007, 2014), and we have shown that only the expression of *SPEF2* and *PRLR* are affected. At slaughter, sows were approximately 4.5 months old and had not been bred. Boars were mature and had been used for breeding. The oviduct and testis tissue samples were collected in RNAlater buffer (Qiagen) and stored at −80°. For RNAseq analysis, four samples were used: the oviduct from an ISTS homozygous sow and a control sow, and the testis from an ISTS homozygous boar and a control boar. For RT-PCR, additional samples of two ISTS and control sows and boars were collected.

### RNA extraction and library preparation

Total RNA was extracted using RNeasy Midi kit (Qiagen) following the manufacturer’s instructions. The quality and concentrations of the RNA were checked using the Agilent 2100 Bioanalyzer (Agilent) and Nanodrop ND-2000 spectrophotometer (Thermo Scientific). Ribosomal RNA was removed with Ribominus^TM^ Eukaryote Kit for RNAseq (Invitrogen), and ribosomal RNA-depleted total RNA was fragmented using RNaseIII, to convert the whole transcriptome sample to RNA of a size appropriate for SOLiD System sequencing. After clean-up using the Purelink^TM^ RNA Micro kit, fragmented RNA samples with sufficient yield and an appropriate size distribution were ready for preparation of amplified cDNA libraries. Quality of the fragmentation was checked with the Bioanalyzer. The fragmented RNA sample was hybridized and ligated with the Adaptor Mix. RNA population with ligated adaptors was reverse-transcribed to generate single-stranded cDNA copies of the fragmented RNA molecules. After a clean-up step using the MinElute PCR Purification Kit, the sample was subjected to denaturing gel electrophoresis, and gel slices containing cDNA of the desired size range were excised. The size-selected cDNA was amplified using 15 cycles of PCR that takes place in the gel slices. This step appends required terminal sequences to each molecule and generates a sufficient template for SOLiD sequencing. After PCR, the amplified cDNA was cleaned using the PureLink^TM^ PCR purification kit. Libraries were quantitated with two different methods: Qubit fluorometer (Invitrogen) and quantitative PCR to ensure accuracy. The SOLiD Library TaqMan Quantitation Kit was used for determining the molar concentration of amplified template in a SOLiD library. In qPCR, the standard and unknown library template are amplified using two sequence-specific primers with a TaqMan fluorogenic probe labeled with FAM dye and a dye quencher. Uniformity of fragment size of libraries was confirmed with the Bioanalyzer. Templated bead preparation was performed by emulsion PCR (ePCR). SOLiD EZ Bead instrumentation was used for templated bead preparation.

### Transcriptomic data analysis

The colorspace reads obtained from the SOLiD sequencer were aligned against the pig reference genome (Sus scrofa build 10.2) using the standard whole transcriptome pipeline and the colorspace alignment tool provided by Applied Biosystems and supplied with the instrument (LifeScope v2.1). Reads associated with ribosomal RNA, transfer RNA, repeats, and other uninformative reads were filtered out during the process, as were reads with more than 10 potential alignments. For mapped reads, two mismatches per split were allowed, with two valid adjacent mismatches, which are likely to be SNPs, and were counted only as a single mismatch. After alignment to the reference genome, low-mapping-quality reads were discarded [mapQV (<10)] and unique reads were associated with known genes based on UCSC annotations, and the number of reads aligned within each gene was counted. FPKM values were calculated following normalization of the data to remove variation between samples caused by nonbiological reasons, including library size and gene length using the Cufflinks software (v2.0.2) (Trapnell *et al.* 2012). Thus, the values generated are independent of the total number of reads in each sample and make the data comparable across the sample set. For differential expression analysis with the Cufflinks software, an FDR of no more than 0.01 and a minimum log fold-change of two was set as a threshold for a gene to be considered differentially expressed (DE) between groups.

Gene classification was performed with the Panther (Protein ANalysis THrough Evolutionary Relationships) classification system (Mi *et al.* 2005; Thomas *et al.* 2003). GO enrichment analyses of the Cufflinks results were performed using AgriGO (Du *et al.* 2010) and GOrilla (Eden *et al.* 2009). AgriGO accepted only protein IDs, which limited the power of the analysis due to a low number of identified genes with the correct ID. Thus, the knowledge of human gene function was exploited for the identification of enriched biological processes and classification analysis. For human genes, the list of all Ensembl annotated genes was used as the reference list. Associated gene names were obtained for pig genes by Biomart.

### Gene variant detection

For identification of polymorphisms in the Finnish Large White transcriptome, we used the Genome Analysis Toolkit (GATK) (Depristo *et al.* 2011; McKenna *et al.* 2010; van der Auwera *et al.* 2013) program and SNP and Variation Suite v7 (Golden Helix, Inc., Bozeman, MT; www.goldenhelix.com) for filtering and annotation of the identified variants. The data were filtered based on the read depth (>5), genotype quality (>20), and quality score (>80). The possible effect of amino acid substitutions on protein function was analyzed using SIFT (http://www.ensembl.org/Tools/VEP), and the effect on the secondary structure of the protein was analyzed using the CFSSP (http://www.biogem.org/tool/chou-fasman/) prediction tool.

### Gene ortholog detection

Novel transcripts detected by the Cufflinks suite were used to identify genetically active, but so far unannotated, regions in the Sus Scrofa genome. Detected sequences that were longer than 130 bp and that had a FPKM value of at least 5 for at least one of the samples were blasted against full genomes in the NCBI database “chromosomes” using the in-house R-package hoardeR (http://cran.r-project.org/web/packages/hoardeR/index.html). Hits that had an identity ratio larger than 0.9 were processed further. Due to the large amount of hits, subsequent analysis focused on hits in the top three species (bos taurus, homo sapiens, and ovis aries). The genome assemblies of the top species used were as follows: Homo sapiens, CRCh38; Bos Taurus, UMD3.1; and Ovis Aries, OAR3.1. Hits were then cross-checked against the gene annotations of the species so that the hits could be grouped into intergenic, intronic, and exonic hits. The R-package edgeR (Robinson, McCarthy and Smyth 2010) function exactTest was then applied for differential expression testing between the oviduct and testis samples and intronic/exonic hits. Values of FDR less than 0.01 were considered to be differentially expressed.

Genomic regions with multiple hits within single genes were further investigated using a pairwise comparison approach based on sliding windows. Setting the window size to the smallest hit length, the genomic sequences of Sus Scrofa and the hit organism were divided into chunks of this window size, followed by a pairwise sequence similarity comparison between all chunks. The pairs with the largest similarities were reported and, for visualization of the region, indicated as a colored bar using a color spectrum between red and green for the degree of similarity. Pairs with low similarity (<0.3) were omitted from the corresponding visualizations.

### RT-PCR and sequencing

For analysis of gene expression with RT-PCR, RNA of the testis and oviduct samples from two controls and ISTS homozygous animals were extracted (RNeasy Midi kit; Qiagen). Total RNA was reverse-transcribed with random primers and an RT-PCR kit (ImProm-II Reverse Transcription System; Promega) according to the manufacturer’s instructions. Synthesized cDNA was amplified using gene-specific primers (Supporting Information, Table S1). The housekeeping gene ribosomal S18 *(RIBS18)* was used as a reference gene to calculate the relative expression. cDNA samples were diluted to 20 ng/μl prior to use. The qPCR was performed with a ViiA 7 Real-Time PCR System in 96-well microtiter plates using Absolute qPCR SYBR Green ROX Mix (VWR). Amplification by qPCR contained 12.5 μl of Absolute qPCR SYBR Green Mix, 100 ng of cDNA, and 70 nM of each primer in a final volume of 25 μl. Amplifications were initiated with 15 min of enzyme activation at 95°, followed by 40 cycles of denaturation at 95° for 15 sec, primer annealing at 60° for 30 sec, and extension at 72° for 30 sec. All samples were amplified in triplicate, and the mean value was used in further calculations. Raw data were analyzed with the sequence detection software (Applied Biosystems) and relative quantitation was performed with GenEx software (MultiD). Ratios between the target and reference gene were calculated using the mean of these measurements. A standard curve for each primer pair was produced by serially diluting a control cDNA and used to correct for differences in amplification. A melting curve analysis was performed allowing single product-specific melting temperatures to be determined. No primer–dimer formations were generated during the application of 40 real-time PCR amplification cycles.

For sequencing, the RT-PCR amplicons were purified using ExoSAP-IT (Amersham Biosciences). PCR fragments were sequenced in both directions with the same primers used for amplification. Sequencing was performed on a MegaBace 500 capillary DNA sequencer (Amersham Biosciences) using DYEnamic ET Terminator Kits with Thermo Sequenase II DNA Polymerase (Amersham Biosciences).

## Results and Discussion

### Data evaluation

The Life Technologies’ SOLiD 4 sequencing platform was used for transcriptomic sequencing of the porcine testis and oviduct samples. Approximately 70 to 80 million reads were obtained for each sample (Table 1). 

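Testis of 1 control (WT) and 1 ISTS boar and oviduct of 1 control and 1 ISTS sow gave 1 library each, so that the 2 libraries of a tissue differ both in animal and in genotype. ISTS, the immotile short-tail sperm defect, is a recessive sperm tail disorder of Finnish Large White pigs caused by an L1 insertion in SPEF2. The paper gives an age of 4.5 months for the sows, whereas the sample labels give an age above 6 months for all 4 animals. Ribosomal RNA-depleted RNA was sequenced, and the authors aligned the reads to Sscrofa10.2 with LifeScope v2.1 and obtained a value with a lower and an upper bound for each gene with Cufflinks v2.0.2. Table 1 of the paper gives 5995191 reads counted on exons for WT testis, 20498025 for ISTS testis, 10457619 for WT oviduct and 11817207 for ISTS oviduct. The deposited gene values are not yet divided by these depths, since 1 read of a gene is worth the same in WT testis, ISTS testis and ISTS oviduct and 0.889 times as much in WT oviduct. They were therefore divided by this factor and by the number of reads on exons, and are called FPKM here.

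The libraries list 9537, 8429, 9673 and 9553 gene entries in the same order. The number of reads behind an entry was recovered from its bounds, and 94.1 to 94.9% of the entries with up to 10 reads came out within 0.1 of a whole number. The recovered reads sum to 851791, 2366878, 1226252 and 1520552, which is 11.5 to 14.2% of the reads on exons. Of 13119 entries listed in any library, 5665 are listed in all 4. Entries with many reads are missing more often than entries with few. Of the entries with 1000 reads or more in ISTS testis, 37.9% are not listed in WT testis, compared with 3.79% of the entries at 0 reads in ISTS testis. Of the 21 genes of sperm motility with an entry, 14 are listed only in oviduct, and of the 13 genes of smooth muscle contraction with an entry, 8 are listed only in testis. A gene without an entry in a library was given no value there. Testis and oviduct were compared with limma on log2(FPKM + 1) over the 2788 entries that are listed in all 4 libraries and exceed an FPKM of 0.2 in at least 2 of them. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 2. The standard deviations measure the spread between 2 animals of different genotype. The standard errors and p-values of limma draw this spread toward that of other genes of similar expression. Log2 fold changes on this scale understate the change of genes with low FPKM.

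**Figure D1:**
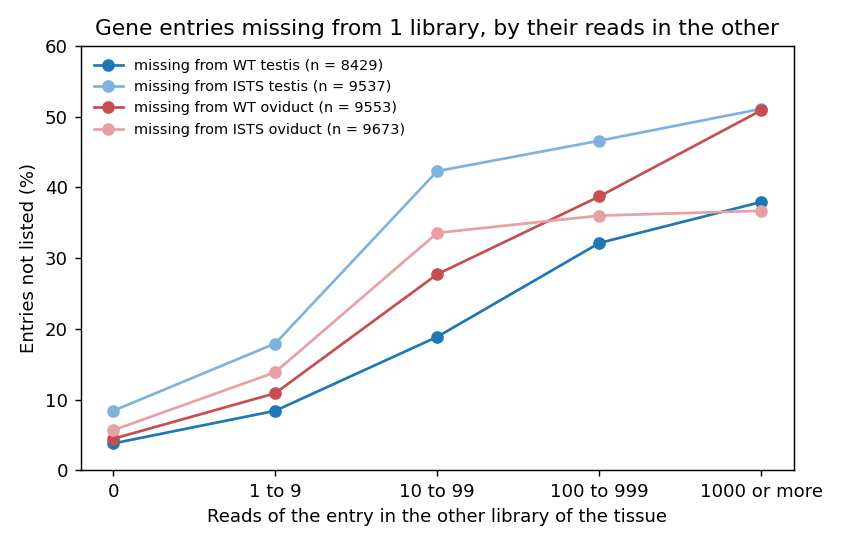
Share of gene entries that are not listed in 1 library (%, vertical axis) against their reads in the other library of the same tissue (horizontal axis, 5 classes), with 1 line per library and n the number of entries listed in the other library. Every line starts under 10% at 0 reads and lies above 30% for entries with 100 reads or more.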

Between 30% and 65% of the reads could be mapped against the pig genome build 10.2. 

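Of the most abundant transcripts with a symbol in testis, some differed little between the WT and the ISTS boar, and HSPB9 and TUBA3D were higher in ISTS testis. PRM1, a protamine that packs sperm DNA, stood at 27355 FPKM in WT and 34052 FPKM in ISTS testis. The transition protein gene TNP2 had 1952 and 2156 FPKM, and PGK2, the phosphoglycerate kinase of spermatids, 582 and 551 FPKM. TUBA3D, an alpha tubulin gene, had 732 and 1522 FPKM. In the oviduct libraries of the 2 sows, MGP, which encodes the extracellular matrix Gla protein, had 4153 FPKM in WT and 8631 FPKM in ISTS oviduct. WIF1, a secreted inhibitor of Wnt signaling, had 118 FPKM in WT and 1.64 FPKM in ISTS oviduct, and GPX3, the extracellular glutathione peroxidase, 3.43 and 111 FPKM. In testis, SMDT1, a subunit of the mitochondrial calcium uniporter, had 18.8 FPKM in WT and 0.148 FPKM in ISTS, and LAMP5, a lysosomal membrane protein gene, 0.600 and 11.2 FPKM. The lower values rest on 2 reads of SMDT1 in ISTS and 4 reads of LAMP5 in WT testis. WIF1, GPX3 and LAMP5 were chosen after their values were seen. Across the 7172 entries listed in both testis libraries, Pearson's r of log2(FPKM + 1) was 0.954, and 53 entries differed by a log2 of 2 or more. Across the 7877 entries listed in both oviduct libraries, r was 0.923, and 105 entries differed by that much. Without a log, r was 0.978 for testis and 0.712 for oviduct. These correlations are across genes, which are not independent replicates, and with 2 libraries per tissue the difference between them was not tested.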

Pearson’s correlation between the testis samples was 0.94, and was 0.76 between the more heterogeneous oviduct samples. 

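Expression profiles were compared between all 4 libraries over the 5665 entries listed in each of them. By Euclidean distance of log2(FPKM + 1) and average linkage, the WT and ISTS testis libraries joined first, at a height of 45.4. The WT and ISTS oviduct libraries joined next, at 55.1, and the 2 tissues joined last, at 112. Pearson's r of log2(FPKM + 1) between a testis and an oviduct library lay between 0.661 and 0.676, across the 6778 to 7344 entries listed in both libraries of a pair. Germ cell genes such as SPACA1, an acrosomal membrane protein gene with 492 and 410 FPKM in the testis libraries and 0 and 0.110 FPKM in WT and ISTS oviduct, separated the tissues. CHRM3, which encodes a muscarinic acetylcholine receptor of smooth muscle, did so in the other direction, with 0.427 and 0.688 FPKM in WT and ISTS testis and 110 and 99.9 FPKM in WT and ISTS oviduct. With 2 libraries per tissue, the grouping has no test.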

Hierarchical clustering using Euclidean metrics and average linkage method grouped the parallel tissue samples clearly together as expected. After filtering low-mapping-quality reads [mapQV (<10)], most of the reads were mapped on exons (27–41%), and many were mapped on intergenic regions (25–33%) (Table 1), indicating potentially unannotated expressed genes in the pig genome.

**Table 1:** Mapping statistics

	Total Reads	Mapped Reads	Mapping %	Counted on Exons	Counted on Introns	Counted on Intergenic Regions	Exon %	Intron %	Intergenic %
ISTS testis	81,425,334	53,794,961	66	20,498,025	2,187,936	16,451,710	38.1	4.1	30.6
WT testis	68,655,352	20,507,264	30	5,995,191	1,177,538	5,882,955	29.3	5.7	28.7
ISTS oviduct	76,914,157	45,794,708	60	11,817,207	1,999,766	18,434,196	25.8	4.4	40.3
WT oviduct	72,020,521	44,993,220	63	10,457,619	2,467,954	17,987,423	23.1	5.5	40.0

Uncounted reads failed the mapping quality filter.

### Identification of candidate genes for reproduction in the pig testis and oviduct

For calculation of the normalized gene expression values, we used the Cufflinks software. In total, 16,595 (FPKM >0.2) genes were expressed in the testis and 15,846 genes were expressed in the oviduct. 

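At a mean FPKM above 0.2, 4000 genes were expressed in testis, of 7172 entries listed in both testis libraries, and 3624 in oviduct, of 7877 entries listed in both oviduct libraries. Among them were ubiquitous genes such as SNRPD3, a core component of spliceosomal snRNPs, with 47.9 and 60.5 FPKM in WT and ISTS testis and 44.9 and 51.4 FPKM in WT and ISTS oviduct. PGRMC1, a progesterone receptor membrane component, had 1384 and 4624 reads in the testis libraries and 2533 and 3844 reads in the oviduct libraries. At the other end, the meiosis gene SPO11, which cuts DNA to start recombination, had 106 and 418 reads in WT and ISTS testis and 0 and 3 reads in WT and ISTS oviduct. Counted in either library, 7780 genes passed FPKM 0.2 in testis and 6994 in oviduct. In WT testis alone, 6423 entries passed it, and 4496 did in ISTS testis alone. For a transcript of 1 kb, 3 reads, the upper limit that a count of 0 allows, correspond to 0.50 FPKM in WT testis, 0.146 in ISTS testis, 0.287 in WT oviduct and 0.254 in ISTS oviduct. A level of 0.2 FPKM lay below this limit in every library except ISTS testis. This limit covers counting error only.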

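In testis, the genes with a symbol of highest mean FPKM were ATOX1 (31552 FPKM), PRM1 (30704 FPKM), HSPB9 (4440 FPKM), MIR145 (3291 FPKM), TNP2 (2054 FPKM), SPA17 (1810 FPKM), SUMO1 (1141 FPKM), TUBA3D (1127 FPKM), MIR103-1 (1121 FPKM) and RPS17 (1069 FPKM), each as the mean of 2 libraries. PRM1 and TNP2 replace histones during the packing of sperm DNA, and SPA17 is a sperm surface and tail protein gene. Further down stood the actin-like genes ACTL7B (632 FPKM), ACTL7A (553 FPKM) and ACTL9 (305 FPKM), the acrosomal gene SPACA1 (451 FPKM), the kinase genes PGK2 (567 FPKM), GK2 (825 FPKM) and TSSK2 (277 FPKM) and the meiosis gene SPATA22 (324 FPKM). Of the 62 entries of the 80 highest in testis that could be tested, 39 were called higher in testis and none higher in oviduct by limma. The 80 were chosen by the same testis values, which favors calls in this direction. Of all 2788 genes tested, 240 were called higher in testis. SPA17 and MIR145 are listed in no oviduct library and were not tested. The values of ATOX1, SUMO1, MIR145 and MIR103-1 come from loci of 78 to 86 bp, and 12 of the 80 loci are shorter than 200 bp. For such loci a few reads give a high FPKM, as for SUMO1 with 9 reads in WT and 22 reads in ISTS testis. A second entry of ATOX1, at a locus of 139 bp, had a mean of 628 FPKM in testis.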

Genes with the highest expression (top 80; Table S2) in the testis were associated with spermatogenesis as expected (Figure S1A). In the oviduct, the top 80 genes highlighted reproduction, regulation of system process, embryonic development, regulation of actin polymerization, and translational elongation (Figure S1C). 

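In oviduct, the genes with a symbol of highest mean FPKM were MGP (6392 ± 3167 FPKM), MIR4336 (5440 ± 4798 FPKM), TMSB4X (5168 ± 1056 FPKM), DSTN (2857 ± 463 FPKM), SUMO1 (1592 ± 932 FPKM), ACTB (1566 ± 633 FPKM), ATOX1 (1506 ± 563 FPKM), RPL23A (1479 ± 692 FPKM), UBA52 (1217 ± 105 FPKM) and MIR423 (1109 ± 1277 FPKM), each with the SD of n = 2 libraries. TMSB4X binds actin monomers, DSTN severs actin filaments and ACTB is cytoplasmic actin. RPL23A and UBA52 encode ribosomal proteins, and 6 of the 80 entries carry an RPL or RPS symbol. The collagen-binding proteoglycan gene LUM had 3600 reads in WT and 4001 reads in ISTS oviduct and was also among the 80, as was KCNMA1, the large-conductance potassium channel gene of smooth muscle. Of the 52 entries that could be tested, 7 were called higher in oviduct and none was called higher in testis. The 80 were chosen by the same oviduct values, which favors calls in this direction. Of all 2788 genes tested, 100 were called higher in oviduct. DSTN, MGP, RPL23A and UBA52 are not listed in WT testis, and ACTB and MIR4336 not in ISTS testis, so they were not tested. In ISTS testis, MGP had 24.9 FPKM, DSTN 221 FPKM and UBA52 1927 FPKM. Of the 80 loci, 18 are shorter than 200 bp, and 9 are microRNA loci.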

A total of 27 genes had high expression in both the testis and oviduct (Figure S1B). These genes were not enriched significantly toward any GO terms, but many of them (n = 15) were associated with metabolic processes (Figure S1D).

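The 2 lists of 80 entries shared 16, which include the ribosomal protein genes RPS29 and RPS16, the cytochrome c oxidase gene COX6C, the actin-binding TMSB4X, and SUMO1 and ATOX1. RPS29 had 510 and 330 FPKM in WT and ISTS testis and 727 and 680 FPKM in WT and ISTS oviduct, and RPS16 had 319 and 437 FPKM in testis and 1216 and 754 FPKM in oviduct. COX6C had 412 and 551 FPKM in testis and 863 and 313 FPKM in oviduct. TMSB4X had 859 and 922 FPKM in testis and 4422 and 5915 FPKM in oviduct, a log2 fold change of -2.52 (standard error 0.57) that did not pass the test (adjusted p = 0.0267 from limma). ATOX1, at a locus of 81 bp, had 34027 and 29076 FPKM in testis and 1108 and 1904 FPKM in oviduct, a log2 fold change of 4.44 (standard error 0.74) that did not pass the test either (adjusted p = 0.0115 from limma). Another entry of ATOX1, at a locus of 139 bp, had 699 and 556 FPKM in WT and ISTS testis and 200 and 108 FPKM in WT and ISTS oviduct. None of the 16, all of which could be tested, was called in either direction. They were chosen for high values in both tissues, which makes a call less likely. Of the 16 loci, 8 are shorter than 200 bp and 4 are microRNA loci. Without such short loci, an alternative chosen after the data were seen, the lists shared 10 genes.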

### Differentially expressed genes in the testis and oviduct

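Between testis and oviduct, 240 genes were called higher in testis and 100 higher in oviduct among the 2788 genes tested by limma. The genes higher in testis had a median log2 fold change of 4.43, and 104 of them reached 5. PRM1 and TNP2, which pack sperm DNA, GK2 and PGK2 of spermatid energy metabolism and the acrosomal SPACA1 were among them. Of the 100 genes higher in oviduct, the median absolute log2 fold change was 3.27 and 8 reached 5. They included the smooth muscle receptor gene CHRM3, the type XV collagen gene COL15A1 (11.0 ± 0.676 FPKM in testis and 77.2 ± 11.7 FPKM in oviduct, SD, n = 2 each), the homeobox gene HOXB6 and CITED2, a transcriptional coregulator gene with 6.52 and 5.95 FPKM in testis and 63.6 and 65.1 FPKM in oviduct. Of the genes called higher in testis, 110 had fewer than 3 reads in each oviduct library, and of those called higher in oviduct, 20 had fewer than 3 reads in each testis library. The adjusted p was 0.000215 at the smallest, and 1288 genes had an unadjusted p under 0.05 in 2 libraries against 2. Without a filter on low FPKM, limma called 7 genes higher in testis and 0 higher in oviduct over 5665 entries (1141 at an unadjusted p under 0.05), with no division by depth 0 and 0 (850 at an unadjusted p under 0.05), and at a pseudocount of 5 it called 154 and 38. The genes higher in oviduct numbered 45 when divided by mapped reads, 52 with median-ratio scaling, 65 at a natural-log fold change of 2, 181 at an adjusted p of 0.05 and 189 with limma-voom. Without the WT or the ISTS oviduct library, 197 or 186 genes were called higher in oviduct, and without the WT or the ISTS testis library 139 or 142.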

The analysis of gene expression differences between the testis and oviduct highlighted 1234 upregulated genes in the testis and 1501 in the oviduct. 

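Genes of the acrosome, of the sperm tail and of sperm chromatin were higher in testis wherever they could be tested. Of 38 genes of the acrosome and of sperm-egg recognition, a list fixed before the data were examined, 6 could be tested, and all 6 were called higher in testis (6 when adjusted over the list alone). They were the acrosomal membrane genes SPACA1 and SPACA4, the actin-like genes ACTL7A, ACTL7B and ACTL9, and ADAM29 of the sperm surface metalloprotease family. ACTL7B had a log2 fold change of 8.22 (standard error 0.40, adjusted p = 0.000224 from limma) and ACTL9 one of 7.77 (standard error 0.41, adjusted p = 0.000243). Of 44 genes of sperm motility and the flagellum, 5 could be tested and 5 were called higher in testis (5 when adjusted over the list alone). These were the kinase genes TSSK2, TSSK3, PGK2 and GK2 and the axonemal DNAJB13, which still had 39 and 110 reads in WT and ISTS oviduct. TSSK2 had a log2 fold change of 7.56 (standard error 0.31, adjusted p = 0.000215 from limma). Relative to the other genes tested, the acrosome list had an adjusted p = 7.59e-06 and the motility list an adjusted p = 4.61e-05 from camera with a preset correlation of 0.01, which tested 9 lists. With an estimated correlation, their adjusted p-values from camera were 0.332 and 0.460. The estimated correlation was -0.066 for the acrosome list and 0.560 for the motility list. For the acrosome list it lies below the preset one, so correlated members do not account for its larger p-value.

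Both tested genes of sperm chromatin, PRM1 and TNP2, and both tested genes of meiosis, SPO11 and SPATA22, were called higher in testis, and these counts did not change when adjusted over the list alone. SPATA22, which acts in meiotic recombination, had 400 and 248 FPKM in WT and ISTS testis and 2.65 and 2.34 FPKM in oviduct. Most members of these lists could not be tested. Of the list for piRNA and germ cell RNA binding, 11 of the 13 genes with an entry are listed only in oviduct, at 0 to 24 reads, and of the mitosis list 11 of 13 are, among them CDK1 with 42 and 50 reads. Of the list for meiosis, 10 of 16 are listed only in oviduct. DAZL, a germ cell RNA-binding gene, is listed in WT testis with 847 reads and in WT and ISTS oviduct with 0 and 3 reads. Of 5 spermatogonia genes tested, none was called (median log2 fold change 0.63), with NANOS2 at 1 read in each testis library and SALL4 at 19 and 56 reads.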

Significantly enriched GO terms (*P* < 10^−5^) in the testis included acrosome reaction, sperm–egg recognition, sperm motility, spermatid development, cell-cycle process, and spermatogenesis (Figure 1A). 

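Of the 100 genes called higher in oviduct, CHRM3, HOXB6, CITED2 and COL15A1 belonged to the gene lists, with 1 called gene per list. CHRM3, the only smooth muscle gene tested, was called higher in oviduct with a log2 fold change of -6.09, testis minus oviduct (standard error 0.32, adjusted p = 0.000243 from limma). Other smooth muscle genes are listed in part. CNN1, calponin, had 62 reads in WT testis and 75808 reads in ISTS oviduct, and TAGLN, transgelin, had 188 reads in WT testis and 32640 reads in WT oviduct. KCNMB1, a potassium channel subunit, had 29 and 95 reads in WT and ISTS testis and 11712 reads in WT oviduct. An alternative chosen after the data were seen used the 5244 genes listed in at least 1 library of each tissue and above 0.2 FPKM in at least 2 libraries. All 4 smooth muscle genes among them were higher in oviduct, with log2 fold changes, testis minus oviduct, of -8.56 for CNN1, -6.46 for TAGLN and -7.23 for KCNMB1 beside CHRM3. The fold changes of CNN1 and TAGLN set 1 library against 1 and that of KCNMB1 2 against 1, with any spread taken from other genes. Of this list, 8 others are listed in testis only.

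Of 7 HOX and tract patterning genes tested, HOXB6 was called higher in oviduct (log2 fold change -2.90, standard error 0.40, adjusted p = 0.00608 from limma; 1 also when adjusted over the list alone) and 6 did not pass the test. HOXB6 had 1 read in each testis library and 64 and 121 reads in WT and ISTS oviduct. The list as a whole was lower in testis (adjusted p = 0.0283 from camera with a preset correlation of 0.01, and adjusted p = 0.460 with an estimated correlation). Of 3 genes of sex steroid response, CITED2 was called higher in oviduct (log2 fold change -3.18, standard error 0.31, adjusted p = 0.00187 from limma) and 2 were not called, and this count did not change when adjusted over the list alone. Of the extracellular matrix list, the 1 gene tested, COL15A1, was called higher in oviduct (log2 fold change -2.70, standard error 0.33, adjusted p = 0.00413 from limma). None of 5 signaling ligands and receptors was called, with a median log2 fold change of -1.05 and a list adjusted p of 0.0859 from camera (0.460 with an estimated correlation). IGFBP6, an insulin-like growth factor binding protein gene of this list, had 68 and 112 reads in testis and 276 and 537 reads in oviduct. Of the list for motile cilia of the epithelium, only TUBA1A could be tested, and it was not called. CLDN4, a tight junction gene of the secretory epithelium, had 48 and 122 reads in testis and 518 and 345 reads in oviduct and passed the test only when adjusted over the list alone, where it was the single gene. None of 3 T and NK cell genes passed the test.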

In the oviduct, more diverse processes were significant, including signaling, regulation, and developmental processes (Figure 1B). The top 30 DE genes based on fold change (FC) are listed in Table S3. 

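The genes with a symbol and at least 10 FPKM in both testis libraries that had the largest log2 fold changes were PRM1, HSPB9, GK2, TNP2, BPIFA3, SPACA1, ACTL7A, CCER1, DNAJB8 and ZNRF4. PRM1 (chromosome 3, 32650583 to 32651026 of Sscrofa10.2) had 30704 ± 4735 FPKM (SD, n = 2) in testis and 11.9 ± 4.99 FPKM (SD, n = 2) in oviduct, a log2 fold change of 11.27 (standard error 0.51, adjusted p = 0.000215 from limma). HSPB9, a testis-specific small heat shock protein gene on chromosome 12 (20926890 to 20927407), had a log2 fold change of 10.56 (standard error 0.82) and differed between the boars, with 2635 FPKM in WT and 6244 FPKM in ISTS testis. GK2, a glycerol kinase gene on chromosome 8 (147410403 to 147412500), had 825 ± 151 FPKM in testis and 0.304 ± 0.0745 FPKM in oviduct (SD, n = 2 each). TNP2 lies near PRM1 (chromosome 3, 32659683 to 32661351) and had a log2 fold change of 9.24 (standard error 0.42). The remaining 6 genes had log2 fold changes of 8.53 to 8.95.

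In the other direction, the largest log2 fold changes belonged to MIR30B, MIR615, CHRM3, RBM24, MIR146B, PCDH10, TACSTD2, SYNDIG1, RAI2 and KCNMA1. CHRM3 (chromosome 14, 55361402 to 55363168) had 105 ± 6.99 FPKM (SD, n = 2) in oviduct and 0.557 ± 0.185 FPKM (SD, n = 2) in testis. RBM24, a muscle RNA-binding protein gene on chromosome 7 (13741629 to 13753975), had a log2 fold change of -5.35 (standard error 0.39, adjusted p = 0.000638 from limma). The protocadherin gene PCDH10 had one of -5.13 (standard error 0.41), and TACSTD2, which encodes the epithelial surface protein TROP2, one of -4.95 (standard error 0.33). KCNMA1 (chromosome 14, 86640231 to 86640531) had 259 ± 62.7 FPKM in oviduct and 9.30 ± 5.15 FPKM in testis (SD, n = 2 each). The 3 microRNA loci are 76 to 99 bp long, with 1 to 3 reads in each oviduct library and 0 in both testis libraries, so that their log2 fold changes depend on the pseudocount. Of the 340 genes called, 4 in each direction lie at loci under 200 bp. From the genes that differed between the tissues the paper states that sperm-related processes are enriched in testis and more diverse processes, such as signaling and development, in oviduct.

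**Figure D2:**
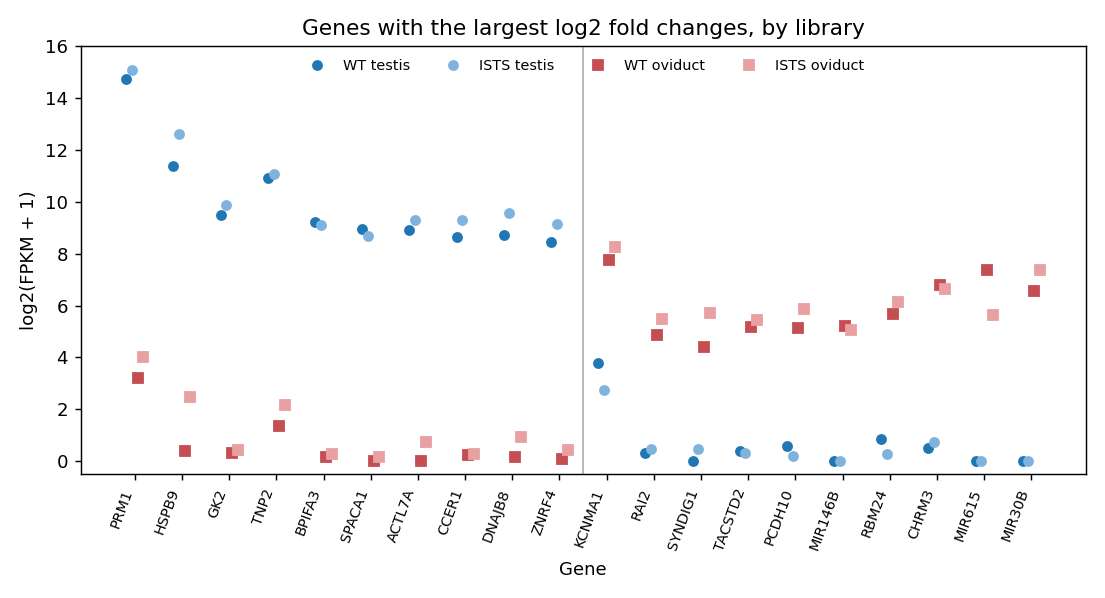
Expression as log2(FPKM + 1) (vertical axis) of the 10 genes with a symbol and at least 10 FPKM in both libraries of the higher tissue that had the largest log2 fold changes in each direction (horizontal axis), with 1 point per library and no error bars. Circles are testis and squares oviduct libraries. For each gene both libraries of the higher tissue lie above both libraries of the other tissue.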

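Of the genes SMCP, TNP1, INSL3, PRM1, ADAM29, SPEM1 and HIST1H2BA, 2 could be tested. PRM1 had 26896 and 121801 reads in WT and ISTS testis and 12 and 26 reads in WT and ISTS oviduct. ADAM29, in the entry at chromosome 14, 16492254 to 16494419, had 32.4 ± 4.02 FPKM (SD, n = 2) in testis, with 445 and 1195 reads, and 1 and 0 reads in WT and ISTS oviduct. Its log2 fold change was 5.02 (standard error 0.34, adjusted p = 0.000504 from limma). This entry is deposited as LOC100153750 and took its symbol from Sscrofa11.1. The entry deposited as ADAM29 (chromosome 14, 16572821 to 16582454) is listed in oviduct only, with 1 read in each library. The protamine gene PRM2 had 25542 reads in ISTS testis, and 2 and 15 reads in WT and ISTS oviduct. TNP1, which like TNP2 replaces histones in spermatids, is listed in the oviduct libraries with 3 and 16 reads. SMCP, a gene of the sperm mitochondrial capsule, is listed there with 0 and 1 read and INSL3, the insulin-like hormone gene of Leydig cells, with 6 and 20 reads. These 3 genes are not listed in either testis library, so that no fold change was computed. SPEM1 and HIST1H2BA are not listed in any library under these symbols.

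Of the contractile and signaling genes DES, TPM2, TNNC1, ACTG2, AGTR2, LTBP1, TNC and HOXA5, none is listed in an oviduct library under its symbol. DES, desmin of muscle intermediate filaments, is listed in ISTS testis with 772 reads (19.7 FPKM). TNNC1, troponin C of slow muscle, is listed in WT and ISTS testis with 2 and 0 reads, the angiotensin receptor gene AGTR2 with 5 and 1 reads, and HOXA5 with 2 and 4 reads. TPM2, ACTG2, LTBP1 and TNC are not listed in any library under these symbols.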

Genes with a high FC between the testis and oviduct resulted in enrichment in sperm motility (*SMCP*, *TNP1*), spermatogenesis (*INSL3*, *PRM1*, *ADAM29*, *SPEM*), and histone exchange and nucleosome disassembly (*HIST1H2BA*, *TNP1*) in the testis and in muscle contraction (*DES*, *TPM2*, *TNNC1*, *ACTG2*), extracellular negative regulation of signal transduction (AGTR2, *LTBP1*), and mesenchymal-epithelial cell signaling (*TNC*, *HOXA5*) in the oviduct. 

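LOC100519930 (chromosome 16, 53057585 to 53058052 of Sscrofa10.2), was among the most abundant testis transcripts. It had 1326 and 878 FPKM in WT and ISTS testis and 1 read in each oviduct library, a log2 fold change of 9.66 (standard error 0.36, adjusted p = 0.000215 from limma). LOC100510878 (chromosome 18, 7972882 to 7979568) is listed in ISTS testis with 8930 reads (461 FPKM) and in WT and ISTS oviduct with 1 and 0 reads, and has no entry in WT testis. LOC100516119 (chromosome 17, 34530984 to 34536408) is listed with 1 read in each oviduct library, LOC100626054 (chromosome 9, 79064890 to 79084398) with 0 and 3 reads in WT and ISTS oviduct, and LOC100523888 (chromosome 2, 43616726 to 43620664) at 0 in WT oviduct. These 3 have no entry in a testis library, and Spty2d1-AS1 is not listed in any library under this name.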

Several pseudogenes (*LOC100510878*, *LOC100516119*, *LOC100519930*, and LOC100626054) and ncRNA (*LOC100523888*, *Spty2d1-AS1*) were also specifically expressed among the top 30 expressed genes in the testis. In total, 47 genes with a known role in reproduction were upregulated in the oviduct and 52 genes were upregulated in the testis (Table S4). These reproduction-related genes appear to be sex-specific, underlining possible candidate genes for reproductive performance in the pig. In total, 440 genes with a biological role in reproduction were identified in the dataset based on human gene names. Gene names were identified and recognized by Panther tool for 10,320 expressed genes.

**Figure 1:**
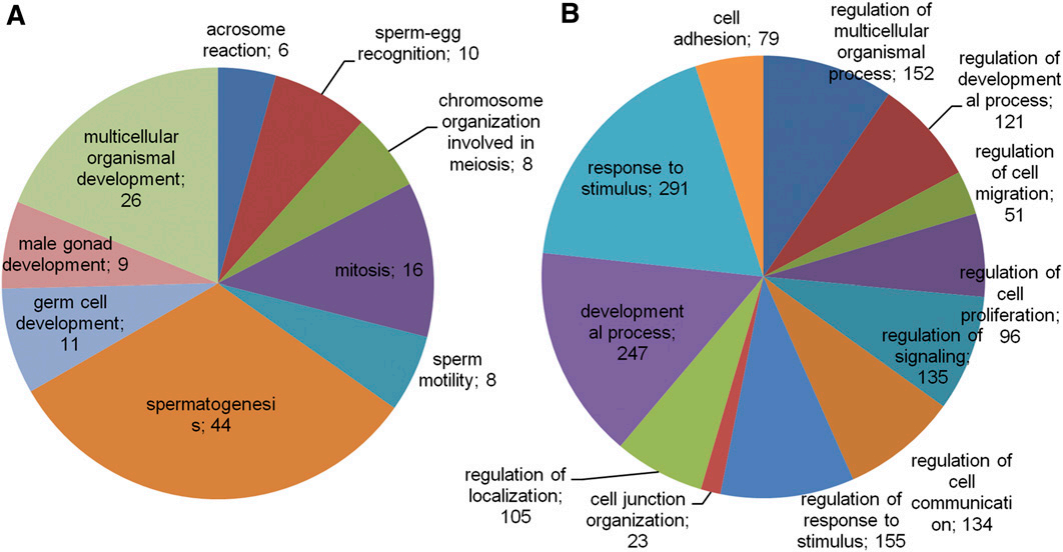
Enriched GO terms among upregulated genes (*P* < 10^−5^). (A) Enriched biological processes among upregulated genes in the testis. (B) Enriched biological processes among upregulated genes in the oviduct.

### Novel transcripts and gene orthologs

Cufflinks predicted a large number of novel single-exon transcripts (56,719). During the mapping of sequence reads using Life Technologies LifeScope software, spliced reads were only included for the annotated genes, which prevented the construction of novel multi-exon transcripts. After filtering the novel transcripts according to a minimum length (>130 bp) and FPKM value (>5), a total of 13,660 novel candidate transcripts were identified (Figure 2). Furthermore, Cufflinks predicted 38,418 new isoforms, 1595 transcripts with generic overlap with reference genes, and 1311 transcripts with exonic overlap with reference on the opposite strand (Figure 2). For 448 of these opposite strand transcripts in the oviduct and for 787 in the testis, the FPKM was >1. Functional analysis of these genes did not indicate any enriched GO terms, but they do represent possible regulatory sequences for expressed genes in the testis and oviduct.

**Figure 2:**
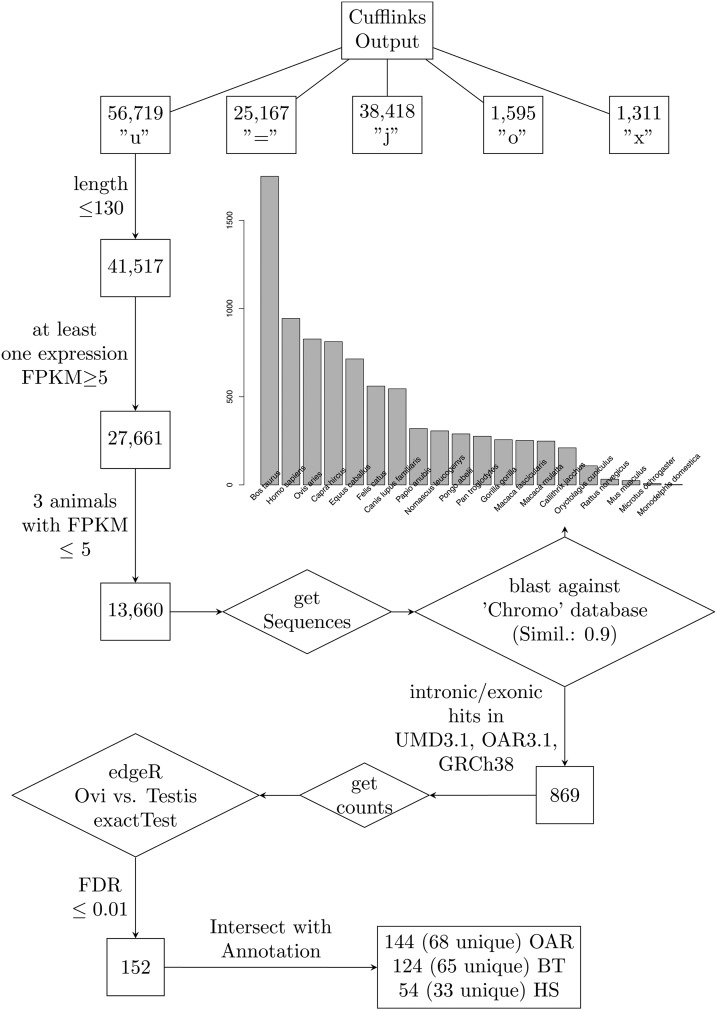
Flowchart of the analysis pipeline for novel transcripts. Several filtering steps were included for the identification of previously unannotated exons using a blast search against the available genomes in the NCBI chromosome database. The number of hits for each species is shown in the bar chart. Species with the highest number of hits (cow, human and sheep) were selected for identification of novel DE genes between the testis and oviduct in the pig.

For the identification of gene orthologs in the dataset, we ran a blast search against the genomic sequences of all species available in the NCBI “chromosome” database. Most hits (similarity >90%) were identified in the Bos Taurus assembly UMD3.1 (n = 888). The alignment of genomic sequences between the pig and three other mammalian species (human, cow, and sheep) with the highest amount of sequence hits showed high coherency between corresponding chromosomes (Figure S2, A–C). The amount of novel and common hits between the top three species is shown in Figure S2D. Novel gene orthologs with intronic or exonic hits in these genomes (n = 869) were selected for differential expression analysis between the testis and oviduct, which resulted in 152 DE hits (FDR ≤0.01). These hits were selected based on the criterion that the hit sequence was completely included in the exon or intron of an annotated gene. The number of exonic hits increased considerably when partial exon hits were included (Figure S2E). In total, DE hits were identified in 55 unique genes. Most hits were assigned to nucleoporin 210kDa-like (*NUP210L*) gene (Table S5 and Figure 3). *NUP210L* appears to be testis-specific and probably has a role in spermatid development. Annotation of the *NUP210L* gene is incomplete in the pig genome (10.2.73), where only 2 out of 40 exons in the human (Ensembl database) are annotated. Based on our expression data, most annotated exons in the human, cow, and sheep are also expressed in the pig testis (Figure 3, A–C). Thirty-five genes in the testis and 20 in the oviduct showed high expression (Table S5). These included some recent annotations, which underline possible novel reproduction-related genes. To elucidate the possible role of these genes, we investigated the expression pattern during the first wave of mouse spermatogenesis based on our previous data (Laiho *et al.* 2013) in which a mouse ortholog was identified. Two genes with mouse ortholog 4930538K18Rik (ENSBTAG00000017387/ENSOARG00000020461) and 4930522H14Rik (C3H1orf185/C1orf185) showed increased expression during spermatogenesis, with the highest mRNA level at postnatal day (PND) 28 (Figure 4). Each time point corresponds to the appearance of specific cell types in the collected tissue sample: spermatogonia at PND 7; early pachytene spermatocytes at PND 14; late pachytene spermatocytes at PND 17; round spermatids at PND 21; and elongating spermatids at PND 28 (Laiho *et al.* 2013). 4930522H14Rik appeared to be testis-specific in the mouse, and 4930538K18Rik showed high expression in the oviduct and testis (http://www.ncbi.nlm.nih.gov/UniGene). This expression pattern indicates a role for these genes in late steps of spermatid elongation. The expression of NUP210L also increased during the first wave of spermatogenesis (Figure 4).

**Figure 3:**
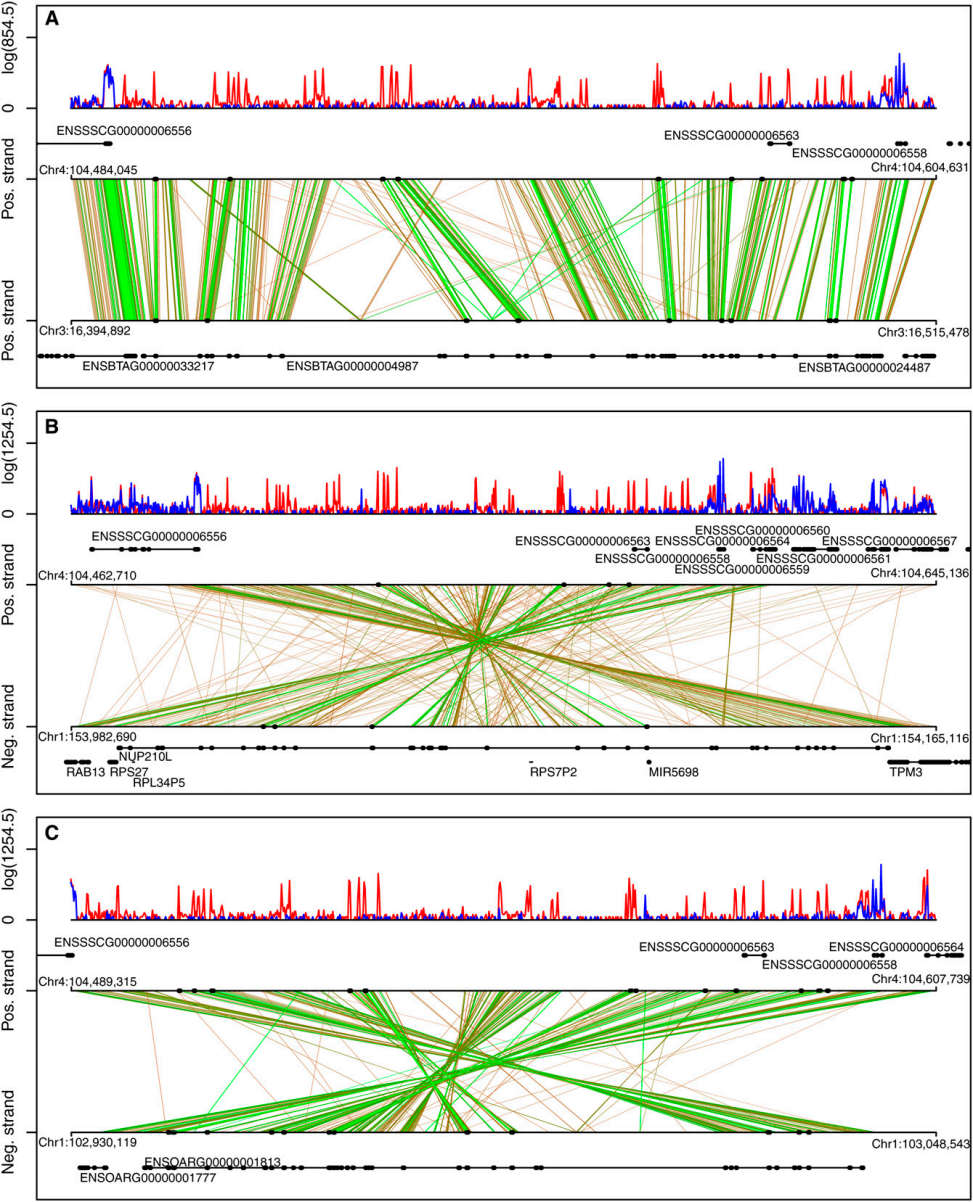
Conserved genomic sequences of *NUP210L* between pig and cow, human, and sheep. (A) Comparison of the *NUP210L* genomic region between the pig and cow. (B) Comparison of the *NUP210L* genomic region between the pig and human. (C) Comparison of the *NUP210L* genomic region between the pig and sheep. Log-expression levels (FPKM) are shown as red peaks in the testis and as blue in the oviduct, and the similarity of the hit is indicated with the deepening shades of green. Annotation of the genes in the pig is presented above the alignment, and those for the human, cow, or sheep are shown below the alignment.

**Figure 4:**
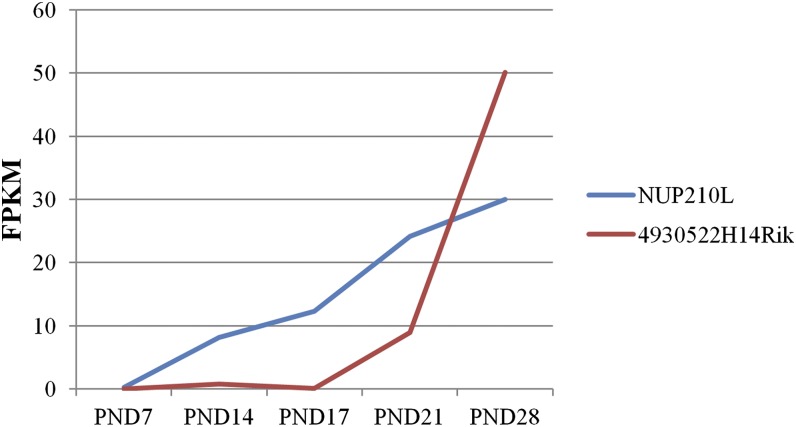
Expression of *NUP210L* and 4930522H14Rik (C3H1orf185/C1orf185) during the first wave of spermatogenesis in the mouse.

### Genetic variations in the Finnish Large White

After the filtering steps, a total of 29,973 variants were identified in the dataset, of which 10,704 were known coding variants (Table 2). These included 1672 nonsynonymous variants, 8 additional stop codons, a loss of 7 stop codons, 3436 unknown variants, and 1194 splicing variants. However, some of the splicing variants arise from mapping errors and therefore require confirmation prior to use in further experiments. Two of the stop loss variations have been previously reported, but 13 appear to be novel (Table 3). After detailed analysis, the variation within *MCL1* appears to be an annotation and splicing error. Based on the comparison of the predicted protein sequence translated from our expressed sequences (Figure S3A), the pig *MCL1* protein sequence (ENSSSCP00000007094), and human *MCL1* protein (ENSP00000358022), the annotation of the pig *MCL1* is incomplete and the protein prediction is incorrect (Figure S3B). Furthermore, mapping of the region around the *SNRPD3* variation contained a high number of mismatches and unknown bases, and the fact that *SNRPD3* is a splicesomal gene diminishes the reliability of this variation. The functional annotation of the rest of the genes containing a stopgain variation revealed several reproduction-related genes. *DAZAP1* is expressed most abundantly in the testis, but it does appear necessary for normal growth and development in mice (Hsu *et al.* 2008). Depletion of *DAZAP1* causes male and female sterility, underlining its importance in reproduction. Recent studies in mice have also shown the importance of *PPRC1* for early embryonic development (He *et al.* 2012). Homozygous deficient *PPRC1* mice fail to form egg cylinders and die before embryonic day 6.5 (He *et al.* 2012). *CETN2* is a calcium-binding protein and a structural component of the centrosome. In human cells, Centrin 2 depletion results in reduction in ciliogenesis (Graser *et al.* 2007), which implicates an effect on sperm tail formation and female reproduction through oviduct cilia. Other stopgain variations were found in *UNC45*, which has a role in HSP90-mediated myosin motor domain folding (Liu, Srikakulam and Winkelmann 2008), and therefore may have an impact on meat quality in pigs. P2RX4 has a role in the response of endothelial cells to changes in blood flow (Yamamoto *et al.* 2006), and ERCC8 is required for DNA repair (Henning *et al.* 1995). Mutations within *ERCC8* have been shown to cause Cockayne syndrome (Bertola *et al.* 2006; Cao *et al.* 2004; Henning *et al.* 1995; Ridley *et al.* 2005), which is characterized by growth failure, impaired development of the nervous system, photosensitivity, and premature aging (Knoch *et al.* 2012). However, understanding the influence of these polymorphisms on phenotype requires further investigation. None of the stopgain variations had the homozygous genotype for the mutated allele, but the stoploss variations allowed homozygosity (Table S6). Thus, the phenotypic effect of these variations is clearly less dramatic.

**Table 2:** Polymorphisms identified in the Finnish Large White

Coding	9510
Coding, splicing	7
Downstream	1333
Downstream, upstream	25
Intergenic	8667
Intronic	4343
Splicing	1187
UTR3	3855
UTR3, UTR5	4
UTR5	539
Upstream	503
Total	29,973

**Table 3:** Identified stopgain and stoploss variations within the Finnish Large White

Chr	Position	Identifier	Ref/Alt	DP	QD	Quality	Classification	Gene	Exon	HGVS Coding	HGVS Protein
2	77952555	?	G/A	13	19	165	Stopgain	*DAZAP1*	5	c.304C > T	p.Gln102*
4	107810302	?	C/A	46	26	1723	Stopgain	*MCL1*	2	c.92C > A	p.Ser31*
7	58576014	?	G/T	38	6	248	Stopgain	*UNC45A*	18	c.2320G > T	p.Glu774*
13	1095554	?	G/A	13	8	102	Stopgain	*ASTE1*	4	c.146G > A	p.Trp49*
14	33232916	?	T/A	19	8	166	Stopgain	*P2RX4*	13	c.1084A > T	p.Lys362*
14	53029449	?	A/T	129	5	784	Stopgain	*SNRPD3*	2	c.22A > T	p.Lys8*
14	122996299	?	C/A	16	6	96	Stopgain	*PPRC1*	5	c.1442C > A	p.Ser481*
16	42659625	?	C/T	13	8	105	Stopgain	*ERCC8*	4	c.321G > A	p.Trp107*
7	123586577	?	T/A	11	21	254	Stoploss	*DICER1*	22	c.4697A > T	p.*1566Leuext*?
8	124953125	?	A/T	14	28	391	Stoploss	*PPA2*	5	c.332A > T	p.*111Leuext*22
14	12523156	rs81212863	A/G	155	32	5198	Stoploss	*CLU*	3	c.124T > C	p.*42Argext*13
14	41268275	?	A/C	40	29	1542	Stoploss	*OAS1*	6	c.1076A > C	p.*359Serext*8
14	88489098	rs196953202	T/C	49	20	671	Stoploss	*ANXA11*	13	c.1324T > C	p.*442Argext*10
16	65096704	?	A/C	12	28	335	Stoploss	*MAT2B*	7	c.976T > G	p.*326Glyext*11
X	141373463	?	T/G	94	18	2304	Stoploss	*CETN2*	6	c.477A > C	p.*159Cysext*22

DP, read depth; QD, quality by depth.

When compared to the DE gene lists, 57 nonsynonymous SNPs were present in upregulated genes in the testis and 67 were present in the oviduct (Table S7). In the oviduct, the 67 genes were involved in 16 different biological processes, including, *e.g.*, reproduction, cellular component morphogenesis, and cell cycle. The polymorphisms in reproduction-related genes were confirmed by visualization with the Integrative genomics viewer (IGV) (Robinson *et al.* 2011; Thorvaldsdottir, Robinson and Mesirov 2013). Three oviduct genes (*FRAS1*, *TCF4*, and *PGR*) were associated with reproduction, and QTL regions for sow reproductive traits have been previously identified within these regions (Table S8). FRAS1 has been localized in embryonic epithelial basement membranes in the mouse (Chiotaki *et al.* 2007), and mutations within the gene have been shown to cause Fraser syndrome in humans (Hoefele *et al.* 2013; Ogur *et al.* 2011; Vogel *et al.* 2012). PGR, a progesterone receptor, is highly expressed in the ovary and in the oviduct, which makes it a good candidate gene for sow reproduction. Progesterone is critical for successful ovulation and for the multi-faceted functioning of the oviduct in mammalian reproduction (Akison and Robker 2012). Several nonsynonymous SNPs were identified within PGR (Table S8). TCF4 is a transcription factor and is widely expressed. 

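ADAT1, which encodes an adenosine deaminase that edits tRNA, is listed in WT testis with 253 reads (27.9 FPKM; chromosome 6, 11917255 to 11943957 of Sscrofa10.2) and in no other library. PKDREJ, the sperm acrosomal polycystin gene (chromosome 5, 509028 to 520565), is listed in the oviduct libraries alone, with 54 reads (0.812 FPKM) in WT and 415 reads (5.52 FPKM) in ISTS oviduct. For neither gene was a difference between the tissues tested. SPAG6, PIWIL2 and DNAH8 are not listed in any library under these symbols. For these genes and ADAT1, the paper also reports RT-PCR, with little or no expression in oviduct.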

In the testis, five upregulated genes (*ADAT1*, *SPAG6*, *PIWIL2*, *PKDREJ*, and *DNAH8*) with nonsynonymous variations had a classified role in reproduction. A QTL for male reproduction has only been identified for the genomic region around *DNAH8* (chromosome 7: 39,286,129-39,569,290). This region was associated with epididymis weight. In addition, a high number of additional QTL have been associated with this region (n = 232; http://www.animalgenome.org/). DNAH8 has a role in sperm motility and has been shown to be crucial for male fertility (Fossella *et al.* 2000; Olds-Clarke and Johnson 1993; Samant *et al.* 2002). The identified QTL for epididymis weight within the DNAH8 region may be influenced by a lower epididymal sperm count due to malformed sperm. Furthermore, *PKDREJ* appeared to contain several nonsynonymous SNPs, including two deleterious based on SIFT analysis (Table S8). *PKDREJ* is a male germ cell–specific polycystin, which is required for acrosome reaction during sperm–egg fusion (Butscheid *et al.* 2006; Sutton *et al.* 2006). *PKDREJ* has also been identified on the surface of ejaculated boar spermatozoa (Zigo *et al.* 2013). Thus, these variants may be considered strong candidate polymorphisms for boar fertility, although identification of a phenotypic effect requires further study.

### Validation of the reproduction-related SNPs and expression differences between the testis and oviduct

Differential expressions identified in the RNAseq data were validated by RT-PCR of selected genes in the testis and oviduct tissue samples. For the validation, we selected DE genes associated with reproduction that contained nonsynonymous SNPs, because these genes represent potential candidate genes for an effect in reproduction traits. We analyzed the expression differences between the testis and oviduct samples for four genes (*FRAS1*, *TCF4*, *ADAT1*, and *SPAG6*) by qPCR and for two additional genes (*PIWIL2* and *DNAH8*) by RT-PCR and an agarose gel. All genes showed a similar expression pattern in the RT-PCR analysis, as detected by RNAseq (Figure 5). Testis-specific genes *ADAT1*, *SPAG6*, *PIWIL2*, and *DNAH8* exhibited none or extremely low expression in the oviduct. The genes with higher expression in the oviduct compared to the testis in the RNAseq data appeared to be present in the testis samples, but at a much lower level (Figure 5B). Furthermore, the polymorphisms within genes *FRAS1*, *ADAT1*, *SPAG6*, *DNAH8*, and *PGR* were confirmed by Sanger sequencing. Thus, these polymorphisms represent potential candidates for gene-assisted selection.

**Figure 5:**
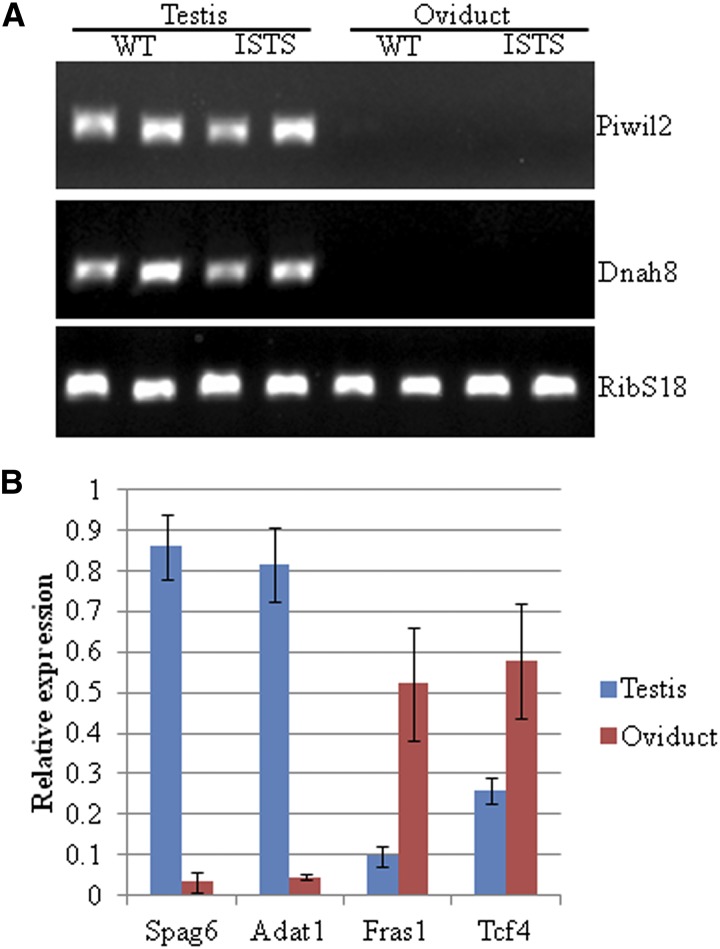
Differential gene expression of identified reproduction-related genes with polymorphisms in the testis and oviduct. (A) *PIWIL2* and *DNAH8* are predominantly expressed in the testis. (B) qPCR results of genes *SPAG6*, *ADAT1*, *FRAS1*, and *TCF4* confirm identified expression differences between the testis and oviduct in the RNAseq data.

A possible effect of the validated SNPs was analyzed using the SIFT and CFSSP prediction tools. All nonsynonymous SNPs were tolerated, but the SIFT score indicated a possible effect on protein function due to the level of conservation of the amino acid sequence at the SNP location for *FRAS1*, *ADAT1*, *SPAG6*, and *PIWIL2* (SIFT score <0.35) (Table S8). The effect on protein secondary structure was also explored by CFSSP, which indicated a shift in the helix structure at the SNP position for *SPAG6* and *FRAS1* and the removal of a helix in *PIWIL2*. Although the effect of the identified SNPs on protein function and phenotypic differences is yet to be investigated, our data suggest possible causative mutations for differences in reproductive performance in the Large White pig population.

## Conclusions

The RNAseq technology applied in the present study provides new information regarding the extent of variation within reproduction-related genes in the testis and oviduct. In addition to previously annotated genes, we detected 55 previously unannotated gene orthologs in the pig based on blast analysis against the human, cow, and sheep genomes. The identified nonsynonymous mutations within the highly expressed genes in the testis and oviduct underline the possible identity of genes affecting the fertility in the Finnish Large White. Several stopgain variations were also detected highlighting the potential high-impact gene polymorphisms for reproductive and other genetic disorders. Furthermore, we validated seven nonsynonymous mutations in testis-specific or oviduct-specific genes, which underline the potential of these variants as candidates for selection in reproduction traits.

How the deposited data were processed for this re-analysis (not part of the article)

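RNA of 4 tissue samples of Finnish Large White pigs was used, with 1 animal per library: the testis of a WT (control) and of an ISTS boar and the oviduct of a WT and of an ISTS sow. The authors sequenced ribosomal RNA-depleted RNA on SOLiD 4, aligned the reads to Sscrofa10.2 with LifeScope v2.1, discarded reads with a mapping quality under 10 and obtained gene values with Cufflinks v2.0.2 and a UCSC annotation. The deposited values are called FPKM by their header and are treated here as a score, since they are fragments per kb multiplied by a constant and not divided by the depth of the library. This was read from the value of 1 read of a gene, which is the same in WT testis, ISTS testis and ISTS oviduct and 0.889 times as large in WT oviduct. The values hold whole numbers or 3 significant digits.

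The reads behind each value were recovered from its upper bound, which lies 2 standard deviations of the read count above the value. Of the entries with up to 10 reads, 94.1 to 94.9% came out within 0.1 of a whole number. For large counts the number of reads is approximate. Values were converted to FPKM with the reads on exons of Table 1 of the paper, and this division was not part of the design set at the start, which took the values as scaled. Starts of loci were raised by 1 bp, after which 92 of 93 microRNA entries had the length annotated in Sscrofa11.1. Names of the form LOC were matched by gene ID to the annotation of Sscrofa11.1 for symbols only, which gave a symbol to 3682 of 9229 such entries, and 3890 entries already had another name. Coordinates are those of Sscrofa10.2.

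An entry was compared only between libraries that list it, and absence from a library was not read as 0. Recovered reads summed to 851791 in WT testis, 2366878 in ISTS testis, 1226252 in WT oviduct and 1520552 in ISTS oviduct. The upper limit that a count of 0 allows was taken as 3 reads and covers counting error only. Testis and oviduct were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) with a trend in the empirical Bayes prior, over entries listed in all 4 libraries with FPKM above 0.2 in at least 2. Calls needed a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 2, testis minus oviduct. The same tool tested an effect of genotype shared by both tissues, with tissue as a term. The ISTS and WT library of a tissue were also set side by side, as 1 against 1 with no test. A total of 39 gene lists with 723 genes, set before the data were examined, were counted at the same threshold and adjusted over the list alone. Lists with at least 3 tested members were compared with the other genes by camera with a preset correlation of 0.01 and with an estimated one. Correlations were taken across genes, clustering used Euclidean distance and average linkage, and the genes with the highest expression were the 80 of highest mean FPKM per tissue. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for all other steps.

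Genes named in the text are those whose expression the paper discusses, the 10 of largest log2 fold change in each direction with a symbol and at least 10 FPKM in both libraries of the higher tissue, the 10 with a symbol of highest mean FPKM per tissue, up to 4 called members of each list, and the 5 of largest rise and of largest fall between ISTS and WT in a tissue. The last rule gave nearly only microRNA loci with few reads, so loci of at least 200 bp were ranked as well after the values were seen. Other members of the lists and of the 80 most abundant entries are named as examples and were chosen after their values were seen. The comparison was tested on simulated data in which 40 genes were changed for each of several sizes, over 2625 genes tested. Of genes changed by a log2 of 2, 22.5% were called, of those changed by 3, 75%, and of those changed by 4, 95%, while 0 of 2425 unchanged genes were called. Every simulated gene had the same spread, taken from the fitted prior, and genes of low FPKM were not changed. These shares therefore do not cover genes with a larger spread, genes of low FPKM or differences between genotypes.

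The alternatives varied the pseudocount, the filter on low FPKM, the scaling, the thresholds, the prior, the genotype as a block and the libraries included. Alternatives added after the data were seen used entries listed in at least 1 library of each tissue, loci of at least 200 bp, other depths, ranking by reads and limma-voom on recovered reads. The paper's comparison with the Cufflinks software and its edgeR test of new transcripts need reads or counts and were not repeated, and GO enrichment was replaced by the gene lists. Variants, RT-PCR and unannotated transcripts were not analysed here.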

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

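The test of carry-over in 1 proportion was chosen after the result was seen, and the test of locus length before. Some transcripts called higher in testis also had reads in both oviduct libraries: of 116 genes called higher in testis with at least 1000 reads in the testis libraries, 48 had more than 3 reads in each oviduct library, which is above the limit that a count of 0 allows, and 10 had none. Of the 116 genes, 50% had more oviduct reads than the upper 95% limit of the PRM1 proportion, 3.35 per 10000 testis reads. This limit covers counting error only. Reads carried over from testis in 1 proportion for every gene thus do not account for all 116 genes. The test does not decide the cause for genes with few oviduct reads, since its outcome was largely set by the selection. PRM1 had the largest log2 fold change of the called genes, 11.27, and the 116 needed one of only 2. Their proportions reached 1937 oviduct reads per 10000 testis reads. The proportion was 2.56 for PRM1, 12.6 for TNP2 and 314 for DNAJB13 per 10000 testis reads. Stray reads at short loci are argued against by a Spearman correlation of 0.256 across genes between the proportion and the length of the locus. Carry-over may still account for the genes at or under the PRM1 limit, and transcription of these genes in oviduct, which was not tested, stays open for the others.

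In the ISTS and WT libraries of both tissues, a comparison the paper did not make for all genes, limma called 1 gene for genotype, MIR92B (adjusted p = 0.00262), with 2 and 0 reads in WT and ISTS testis and 3 and 0 reads in WT and ISTS oviduct at a locus of 80 bp, so that its fitted fold change is set by the pseudocount and is not given. At an unadjusted p under 0.05 there were 137 genes of 2788, where chance gives 139, and 206 at a pseudocount of 0.1 and 162 at a pseudocount of 5. This fit leaves 1 residual degree of freedom and sees only an effect shared by both tissues. An effect in 1 tissue alone adds to its residual. With 1 ISTS and 1 WT animal per tissue, genotype cannot be told apart from other differences between animals.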

How the results depend on the processing

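No gene called between testis and oviduct had the opposite sign under any alternative in which it was tested. Alternatives chosen after the data were seen were those on loci of at least 200 bp, ranking by reads, entries listed in fewer libraries, other depths and limma-voom. The genes higher in testis numbered 154 at a pseudocount of 5, 7 with no filter on low values and 0 with no division by depth, and 167 to 343 under the other alternatives, against 240. The genes higher in oviduct numbered 38 at a pseudocount of 5, 0 with no filter, 52 with median-ratio scaling, 181 at an adjusted p of 0.05, 65 with a natural-log fold change of 2, 0 with no division by depth, 45 when divided by mapped reads and 189 with limma-voom, against 100. Without each library in turn, where the lone library of a tissue is assumed to vary like the other tissue, 189 to 316 genes were higher in testis and 139 to 197 in oviduct, the latter with 197 without WT and 186 without ISTS oviduct. Testis made up 70.6% of the genes called, 81.7% with median-ratio scaling and 83.0% when divided by mapped reads, and fewer with quantile normalization (62.1%), at an adjusted p of 0.05 (61.6%), with limma-voom (61.1%) and without each library in turn (57.1 to 61.8%). The median log2 fold change of all genes tested was -0.02, and shifted to -0.20 when each library was rescaled to the same sum, to -0.17 with quantile normalization, to 0.10 with median-ratio scaling, to 0.16 when divided by mapped reads, to -0.17 at FPKM above 1 and to -0.29 without WT testis. With genotype as a replicate block, 240 and 103 genes were called, 309 of them shared with the 340. The animals of the tissues differ, and the ISTS minus WT differences of testis and oviduct correlated at 0.0178 across 2788 genes, so the block pairs no animals. Entries listed in at least 1 library of each tissue, with the same filter on low FPKM, gave 343 and 149 genes of 5244, with all 340 shared. For genotype, 4 genes were called at a pseudocount of 0.1, 5 at 5, 3 at an adjusted p of 0.05, and 0 with no filter, with median-ratio scaling or with no trend. The genes at an unadjusted p under 0.05 numbered 206, 162, 137, 245, 115 and 134 in this order, where chance gives 139, 139, 139, 283, 140 and 139. Of the gene lists, 3 of 9 were called by camera with the preset correlation and 0 with an estimated one, where the smallest adjusted p was 0.332. The correlation between the testis libraries was 0.844 at a pseudocount of 0.01 and 0.826 by Spearman, and that between the oviduct libraries 0.842 and 0.809, and 0.712 without a log. The genes expressed numbered 7780 in testis and 6994 in oviduct in either library, 2282 and 2396 at a mean FPKM above 1, and 7103 and 6488 by the mean over libraries that list a gene. Without a library they numbered 4496 to 6423 in testis and 4967 to 5033 in oviduct. The lists of 80 shared 10 without loci under 200 bp and 9 when ranked by reads, and 12 to 19 without each library in turn. Of 83 named genes tested, 54 of them called, none reversed. The calls of 50 were lost with no filter, of 54 with no division by depth of 9 at a pseudocount of 5, and of at most 5 under any other alternative among genes still tested. Of the 54 called, 7 were not tested without either oviduct library, 5 without either testis library and 3 without loci under 200 bp. For each of these shifts the cause was not tested, apart from the entries added or removed by a filter. With no division by depth, the 5995191 reads on exons of WT testis and the 20498025 of ISTS testis enter the spread within that tissue. DESeq2 in place of edgeR was not run. The deposited values are not counts, and the reads recovered from their bounds, approximate where counts are large, were tested with limma-voom alone. Depth limits the genes at a few reads, for which FPKM of 0.2 lies near or under the limit of a count of 0.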

Differences from the paper's values

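At the paper's thresholds of an adjusted p of 0.01 and a log fold change of 2, limma called 240 genes higher in testis and 100 higher in oviduct, where the paper's values are 1234 and 1501. The paper's numbers of expressed genes at FPKM 0.2 are 16595 in testis and 15846 in oviduct, and 4000 and 3624 were counted here among entries listed in both libraries of a tissue. For these 4 counts, every alternative set before the data were examined still differs from the paper's value. The numbers of expressed genes could not reach the paper's, since only 13119 entries are listed in any library, with 8429 to 9673 per library. The 240 and 100 genes were called among 2788 entries listed in all 4 libraries, and entries with many reads are often missing. The alternatives therefore do not show why the counts differ. The paper's correlation between the testis libraries is 0.94 and 0.954 was found, and its correlation between the oviduct libraries is 0.76 and 0.923 was found. The paper does not name the scale, and none of the alternatives set before the data were examined gave the paper's value for either tissue. The lowest for oviduct was 0.712, without a log. The paper's number of genes with high expression in both tissues is 27 and 16 were found. With genes with a symbol only (18) or without the ISTS oviduct library (19) the value lies within 1.5 times the paper's, and with the geometric mean or without any of the other libraries it does not.

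Of the 7 genes the paper names for their high fold change in testis, PRM1 and ADAM29 were called higher in testis. For ADAM29 this holds for the entry deposited as LOC100153750. The entry deposited under its own name is listed in oviduct only, with 1 read in each library. SMCP, TNP1 and INSL3 are listed in oviduct only, at 0 to 20 reads, and 2 are not listed under their symbols. Of the 8 genes it names for oviduct, DES, TNNC1, AGTR2 and HOXA5 are listed in testis only, at 0 to 772 reads. The other 4 are not listed under their symbols, so that no fold change was set against the paper's statement. Of the 6 pseudogenes and ncRNAs it names as specific to testis, LOC100519930 was called higher in testis and LOC100510878 had 461 FPKM in ISTS testis. Of the others, 3 are listed in oviduct only, and 1 is not listed under its name. PKDREJ, which the paper counts among genes higher in testis, is listed in the oviduct libraries only, and ADAT1 in WT testis only. For ADAT1 the paper also reports qPCR, with little or no expression in oviduct. These listings therefore do not speak against its statement.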

Other observations

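The tests of random omission and of a filter on low values were chosen after the result was seen, as were the loci of at least 200 bp compared between ISTS and WT. HEMGN, a hematopoietic nuclear protein gene of the erythrocyte list, was higher in testis by a log2 fold change of 5.87 (standard error 0.41, adjusted p = 0.00054 from limma), and the other 2 tested members of that list were not called (list adjusted p = 0.294 from camera). Over genes listed in at least 1 library of each tissue and above 0.2 FPKM in at least 2 libraries, further members of the lists were called. Each of these added calls rests on 1 library of a tissue, and those of SPINK2, CNN1 and TAGLN on 1 library of each, with the spread taken from other genes. PRM2 and PRM3 were higher in testis, so that 4 of 4 sperm chromatin genes were, as were 8 of 8 acrosome and 6 of 6 motility genes. TPX2, a spindle assembly gene, was higher in testis, as 1 of 2 mitosis genes, with DAZL as the 1 gene of its list, and 2 of 5 meiosis genes were. CD247, the T-cell receptor zeta chain, had 198 and 157 FPKM in WT and ISTS testis and 11.8 FPKM in WT oviduct and was the 1 gene of 10 called among T and NK cell genes, and NR5A2, a nuclear receptor of steroidogenic tissue, was the 1 of 4 granulosa cell genes, higher in testis too. The claudin genes CLDN3 and CLDN7 were higher in oviduct, as 2 of 4 genes of the secretory epithelium, with MGP and COL15A1 as 2 of 5 genes of the extracellular matrix and HOXB6 and HOXC8 as 2 of 15 HOX and patterning genes. None of 2 Sertoli cell, 2 Leydig cell, 4 motile cilia, 9 signaling, 6 adhesion, 3 macrophage, 5 B and plasma cell, 1 endothelium, 3 epididymis, 3 adipocyte, 2 mesothelium, 1 skeletal muscle and 3 housekeeping genes was called over this set, and no oocyte or sex-linked gene was tested. C1QA of macrophages passed only when adjusted over its list alone, where it was the single gene tested in all 4 libraries. The lists of granulosa, T and NK cells and spermatogonia had camera adjusted p-values of 0.252, 0.252 and 0.281.

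Among genes the paper names for stop gains or losses, SNRPD3 had a log2 fold change of 0.16 (adjusted p = 0.757 from limma), ASTE1 had 361 reads in ISTS testis and 146 and 97 reads in WT and ISTS oviduct, and OAS1 had 6 reads in WT testis. PRLR, near the ISTS locus, had 2 reads in WT testis, and SPEF2 is not listed in any library under this symbol.

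Single genes differed several-fold between the ISTS and the WT oviduct library, 1 animal against 1 with no test. GPX3 was 32.3-fold, DUSP5, a MAP kinase phosphatase gene, 34.9-fold and S1PR3, a sphingosine phosphate receptor gene, 30.6-fold higher in ISTS, and WIF1 was 72.1-fold, HP 14.3-fold and AXL 5.36-fold higher in WT. The T and NK cell list, the most extreme of the cell type lists with 3 or more members, lay at the 5.15 percentile of random lists matched on expression, and since lists for smooth muscle, epithelium and vessels had too few members, a different share of cell types and a difference between the sows or genotypes cannot be told apart. The 5 sperm chromatin genes compared were all higher in ISTS oviduct, with a median log2 difference of 1.27, at the 99.5 percentile of random lists. PRM1, PRM2, PRM3, TNP1 and TNP2 had 12, 2, 1, 3 and 10 reads in WT and 26, 15, 4, 16 and 25 reads in ISTS oviduct. All but TNP1 lie close together on chromosome 3, whereas random lists draw separate genes. At so few reads, carry-over from testis and a difference between the sows or genotypes cannot be told apart. In testis, LAMP5 was 18.7-fold and the inhibitor of DNA binding gene ID4 4.88-fold higher in ISTS. LAMP5 had 4 and 194 reads and ID4 had 6 and 101 reads in WT and ISTS testis, so both ratios rest on few WT reads. SMDT1, a subunit of the mitochondrial calcium uniporter, had 76 reads in WT and 2 reads in ISTS testis (18.8 and 0.148 FPKM). PYGO1 was 3.74-fold higher in WT. The acrosome list lay at the 98.2 percentile and the meiosis list at the 3.50 percentile, of 9 lists examined in testis and 13 in oviduct. The preset ranking gave mostly microRNA loci, of which MIR320 had 24 and 0 reads in WT and ISTS oviduct and 0 and 4 reads in WT and ISTS testis.

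Entries with many reads were more often missing from a library than entries with few. Random omission is argued against by the share missing at 100 reads or more, which was at least 3.41 times that under 10 reads in every library, and a filter on low or zero values by a share missing that was at least 29.9 percentage points higher at 100 reads or more than at 0 reads. A candidate explanation is that transcript assembly moved genes with long loci to another name: among entries with 100 reads or more, loci of at least 5000 bp were missing at least 3.67 times as often as loci under 2000 bp in every library. No biological explanation was tested, and the authors' step that left these entries out is not known.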
